# XPO1/CRM1 is a promising prognostic indicator for neuroblastoma and represented a therapeutic target by selective inhibitor verdinexor

**DOI:** 10.1186/s13046-021-02044-z

**Published:** 2021-08-12

**Authors:** Lijia Pan, Cheng Cheng, Peiwen Duan, Kai Chen, Yeming Wu, Zhixiang Wu

**Keywords:** Neuroblastoma, XPO1, Verdinexor, KPT-335, P53, PI3K/AKT pathway

## Abstract

**Background:**

High-risk neuroblastoma patients have a 5-year survival rate of less than 50%. It’s an urgent need to identify new therapeutic targets and the appropriate drugs. Exportin-1 (XPO1), also known as chromosomal region maintenance 1, plays important roles in the progression of tumorigenesis. However, the prognostic and therapeutic values of XPO1 in neuroblastoma have not been reported.

**Methods:**

Correlations between XPO1 expression level and clinical characteristics were analyzed using the Neuroblastoma Research Consortium (NRC) dataset and tissue microarray analysis. Cell proliferation assays, colony formation assays, apoptosis assays, cell cycle analysis were performed to analyze the anti-tumor effects of verdinexor (KPT-335) in vitro. Western blot and mRNA sequencing were performed to explore underlying mechanism. In vivo anti-tumor effects of verdinexor were studied in a neuroblastoma xenograft model*.*

**Results:**

Higher XPO1 levels were associated with advanced stage and poor prognosis in neuroblastoma patients. The specific inhibitor of XPO1 verdinexor suppressed the neuroblastoma cell growth both in vitro and in vivo*.* Specifically, inhibition of XPO1 suppressed the neuroblastoma cell proliferation and induced cell apoptosis by nuclear accumulation of FOXO1 and RB1 in the neuroblastoma due to the inhibition of the PI3K/AKT pathway, and induced G0/G1 phase cell cycle arrest by activation of P53 function.

**Conclusions:**

XPO1 is a promising prognostic indicator for neuroblastoma and a novel target for antitumor treatment with selective inhibitor verdinexor.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-021-02044-z.

## Background

Neuroblastoma is the most common extracranial solid tumor in children and originates from the neural crest cells that give rise to the sympathetic nervous system [1, 2]. About 1.1 out of 100,000 children in the United States are diagnosed with neuroblastoma per year, accounting for 7% of all childhood malignancies [3]. Neuroblastomas show extensive heterogeneity in their natural history, ranging from spontaneous regression to rapid progression [4]. Low-risk and intermediate-risk patients demonstrate good survival, but the 5-year survival rate in high-risk patients remain less than 50% [5]. Although the introduction of dinutuximab and I-131 MIBG have improved response rates and cancer outcomes, some patients don’t respond well to current chemotherapeutic drugs [6], and the first-line chemotherapeutic drugs for childhood neuroblastoma remain unchanged for several years [5]. Therefore, it is important to identify new therapeutic targets and drugs for neuroblastoma.

Exportins belong to the karyopherins beta family and are responsible for the transportation of most proteins and RNA from the nucleus to the cytoplasm [7]. Exportin-1 (XPO1), also known as chromosomal region maintenance 1 (CRM1), is the most studied member of exportins involved in tumorigenesis [8]. XPO1 forms a hydrophobic groove through the HEAT repeats that can bind with proteins containing leucine-rich nuclear export signal [9]. XPO1 mediates the transport of 200 mammalian cargo proteins from the nucleus into the cytoplasm, including several oncoproteins (such as Snail, Survivin, PI3K, AKT)and tumor suppressor proteins (such as P53, P27, p21, RB, FOXOs) [10, 11]. Second-generation XPO1 inhibitors, also known as selective inhibitors of nuclear transport (SINE) compounds, have antitumor effects on hematologic malignancies, central nervous system tumors and solid tumors [12]. Mechanistically, SINE, including KPT-185, KPT-330 and KPT-335, inhibit XPO1 by promoting its degradation [13, 14]. Selinexor (KPT-330) is a safe SINE with a broad antitumor effect as reported in pre-clinical or clinical trials [15]. However, only a few studies have investigated the efficacy of XPO1 selective inhibitor verdinexor (KPT-335). Studies conducted in animals with stage I and II canine lymphoma confirmed that KPT-335 is safe and effective, and the adverse reactions (mild anorexia and vomiting) are treatable [16, 17]. The biological function of XPO1 in neuroblastoma and the therapeutic effect of the XPO1 inhibitor KPT335 in neuroblastoma have not yet been evaluated.

This study is the first to demonstrated the significant association between overexpression of XPO1 and poor clinical characteristics and prognosis in neuroblastoma patients. Verdinexor, the specific inhibitor of XPO1, suppressed the neuroblastoma cell growth and induced cell apoptosis by FOXO1 and RB1 nuclear accumulation through inhibition of the PI3K/AKT pathway. Verdinexor also induced the nuclear accumulation of P53 in neuroblastoma cells and induced G0/G1 phase cell cycle arrest by activating P53 function. In an in vivo study, verdinexor inhibited tumor growth without causing obvious toxic effects. Taken together, XPO1 was a promising prognostic indicator for neuroblastoma and a novel target for antitumor treatment with selective inhibitor verdinexor.

## Materials and methods

### Specimens and tissue microarray

Tissue samples were obtained from 64 neuroblastoma patients with pathologically confirmed neuroblastoma after radical resection at the Department of General Surgery, Xinhua Hospital, Shanghai Jiao Tong University School of Medicine (Shanghai, China) between 2012 and 2015. Ethical approval was obtained from the Ethics Committee of Xinhua Hospital, and informed consent was obtained from all patients. The age at diagnosis ranged from 2 to 156 months, and the male: female ratio was 7:9. Tissue microarray (TMA) was constructed using Servicebio (Wuhan, China) and scanned using Pannoramic MIDI [18] (3D HISTECH, Budapest, Hungary).

### Cell lines and reagents

The human neuroblastoma cell lines SK-N-BE(2) and SH-SY5Y were obtained from the Shanghai Cell Institute National Cell Bank. Cell line authentication by STR profiling was conducted by GENEWIZ, lnc. (Suzhou, China). All cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM; HyClone, Logan, UT, USA) with 10% fetal bovine serum (FBS; Gibco, Grand Island, NY, USA) and placed in an incubator containing 5% CO_2_ humidified atmosphere at 37 °C. All experiments were performed with mycoplasma-free cells. KPT-335, idasanutlin (RG7388), and 740 Y-P were purchased from MedChemExpress (Monmouth Junction, NJ, USA). CHX and actinomycin D were purchased from BioVision (San Francisco, CA, USA). All reagents were dissolved in dimethyl sulfoxide using an appropriate stock concentration and diluted with medium before conducting the experiments.

### siRNA transfection

The siRNAs used to establish XPO1 knockdown cell lines were designed and synthesized using HuaGene Biotech (Shanghai, China). The siRNA-transfected neuroblastoma cells used were as follows: *XPO1*-siRNA1: 5- AUUCGACUUGCGUACUCAAAUTT-3, *XPO1*-siRNA2: 5- CCUGCUUUCAAGGAACAUUUATT-3′, and *XPO1*-siRNA3: 5′- GCUCAAGAAGUACUGACACAUTT-3′. *P53*-siRNA: 5- CGGCGCACAGAGGAAGAGAAUTT-3, *FOXO1*-siRNA: 5- CAUGGACAACAACAGUAAAUUTT-3, *RB1*-siRNA: 5- UCGCUUGUAUUACCGAGUAAUTT-3, SK-N-BE(2), and SH-SY5Y cells were transfected with target siRNA or negative control siRNA using the Lipofectamine™ RNAiMAX Transfection Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol.

### Cell proliferation assays and colony formation assays

Cell proliferation assays were performed using the Cell Counting Kit-8 reagent (CCK-8; Dojindo, Japan). SK-N-BE(2) and SH-SY5Y cells were cultured in 96-well plates at a density of 2 × 10^4^ cells per well, and the absorbance value (OD) at 450 nm was measured using an automated microplate reader (Bio-Rad, Hercules, CA, USA) to assess the cell proliferation ability. In the colony formation assays, SK-N-BE(2) and SH-SY5Y cells were seeded in 6-well plates at a density of 1 × 10^4^ cells per well for one week. At the end of the procedure, the cells were fixed with 4% paraformaldehyde for 15 min and then stained with 0.5% crystal violet (Beyotime, Shanghai, China). The number of colonies was counted and examined under a microscope (Leica, Solms, Germany).

### Apoptosis assays

An Annexin V-FITC Apoptosis Detection Kit (Beyotime, Shanghai, China) was used to conduct the apoptosis assay. Cells treated with KPT-335 for 48 h were collected from the culture medium and washed three times with PBS. Next, 5 μL of FITC, 5 μL of propidium iodide (PI) (50 μg/mL), and 200 μL of Annexin V binding buffer (1 ×) were added to the mixture. Then, the cell suspension was incubated in the dark at room temperature for 15 min. Apoptosis analysis was performed using FACSCalibur (BD Biosciences, San Diego, CA, USA).

### Cell cycle assays

Cell Cycle Analysis Kit (Beyotime, Shanghai, China) was used to conduct cell cycle assays. Cells treated with KPT-335 for 48 h were collected from the culture medium, washed with PBS three times, and fixed with 70% ethanol at 4 °C overnight. Then, the cells were collected (1,000 g, 5 min), resuspended in PBS with 1 ml/mL propidium and 10 mg/mL RNase, and incubated for 30 min at 37 °C. Cell cycle analysis was performed using FACSCalibur.

### TdT-mediated dUTP nick-end labeling assays

A One Step TUNEL Apoptosis Assay Kit (Beyotime, Shanghai, China) was used to conduct TdT-mediated dUTP nick-end labeling (TUNEL) assays. After treatment with KPT-335 for 48 h, the cells were fixed with 4% paraformaldehyde for 15 min and then treated with PBS with 0.3% Triton X-100 for 5 min. The cells were treated with TUNEL test solution according to the manufacturer’s protocol and examined under a fluorescence microscope (Leica, Solms, Germany).

### Quantitative real-time PCR

Total RNA was extracted from SK-N-BE(2) and SH-SY5Y cells using TRIzol (Takara, Japan) according to the manufacturer’s instructions. cDNA was synthesized from 1 μg of total RNA using PrimeScript Reverse Transcriptase (Takara, Japan). The primers used for amplification were as follows: *GAPDH* forward primer (5-CAACAGCCTCAAGATCATCAGC-3), *GAPDH* reverse primer (5-TTCTAGACGGCAGGTCAGGTC-3), *P53* forward primer (5- CAGCACATGACGGAGGTTGT-3), *and P53* reverse primer (5- TCATCCAAATACTCCACACGC-3). Quantitative real-time PCR was conducted using the StepOnePlus™ Real-Time PCR system (Applied Biosystems), and *P53* expression levels were detected using the SYBR-Green method (Takara, Japan).

### Western blot

RIPA buffer (Cell Signaling, Danvers, MA, USA) was used to extract total protein from cells. Cell fraction lysates were extracted using nuclear and cytoplasmic extraction reagents (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. Next, proteins were separated by sodiumdodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto PVDF membranes (Millipore, MA, USA). Then, 5% skim milk was used to block the blots for 2 h at room temperature. A series of primary antibodies were added to the appropriate position of the PVDF membranes and incubated overnight at 4 °C. Antibodies against XPO1, Bad, Bax, Bcl-2, P53, P27, P21, PI3K, p-PI3K (Tyr458), AKT, p-AKT (Ser473), FOXO1, p-FOXO1 (Ser256), RB1, p-RB1 (Ser608), H3, GAPDH, and β-actin (rabbit, 1:1,000) were purchased from Cell Signaling Technology (Danvers, MA, USA). Finally, all blots reacted with the suitable HRP-conjugated secondary antibody (Beyotime, Shanghai, China) and analyzed using BIO-RAD ChemiDoc XRS + (Bio-Rad, Hercules, CA, USA).

### mRNA Sequencing and bioinformatics analysis

mRNA sequencing and bioinformatics analysis of SK-N-BE(2) treated with KPT-335 for 24 h were conducted by the Beijing Genomics Institute (Beijing, China). Raw data were submitted to GEO (GSE163987). Briefly, after filtering the sequencing data using SOAPnuke (v1.5.2) [18], clean reads were obtained in FAtSTQ format. Then, HISAT2 (v2.0.4) [19] was used to map clean reads to the reference genome, while Bowtie2 (v2.2.5) [20] was used to align clean reads to the reference coding gene set. Gene expression levels were analyzed using RSEM (v1.2.12) [21], while differential gene expression was analyzed using DESeq2(v1.4.5) [22] under the condition of |Log_2_FC|≥ 1,6 and *p* < 0.001. Based on differential gene expression, pheatmap (v1.0.8) [23] was used to draw a heatmap. GO analysis (http://www.geneontology.org/) and KEGG analysis (https://www.kegg.jp/) were conducted using the hypergeometric test with Phyper (https://en.wikipedia.org/wiki/Hypergeometric_distribution).

### Immunofluorescence and Immunohistochemistry

Immunofluorescence (IF) staining and immunohistochemistry (IHC) staining were conducted using the Servicebio Technology (Wuhan, China). The IHC staining results were evaluated using a semiquantitative histologic scoring system (H-score). The positive neoplastic cell percentage and staining intensity degree were both considered to calculate the H-score. The intensity was scored on a scale of 0 to 3 (0, negative; 1, weak; 2, medium; and 3, strong). The H-score was calculated using the following formula: H-score = ∑(Pi × I) = (percentage of cells with weak intensity × 1) + (percentage of cells with moderate intensity × 2) + percentage of cells with strong intensity × 3) [24], where Pi is the percentage of positive tumor cells and I is the staining intensity.

### Xenograft model study

Male nude mice were purchased from the Shanghai Laboratory Animal Center of the Chinese Academy of Sciences (Shanghai, China). The in vivo study was approved by the Ethics Committee of Xinhua Hospital. To establish a subcutaneous xenograft model, SK-N-BE(2) cells (5 × 10^6^ cells in 100 µL PBS) were injected subcutaneously in two groups of nude mice (5 mice/group). The two groups were treated via oral gavage three times per week: vehicle (0.3% CMC-Na) and KPT-335 (10 mg/mg) dissolved in vehicle. Tumor volumes (1/2 × width^2^ × length) were measured weekly using a caliper. After four weeks of treatment, the xenograft tumors were excised and weighed.

### Statistical analysis

All statistical analyses were conducted using Prism 8 software (GraphPad Software, Inc., La Jolla, CA, USA) and SAS v8.0 (SAS Institute Inc., Cary, NC, USA). The best cut-off value for *XPO1* mRNA expression level and protein level were determined using the X-tile software (best *p* value) [25]. The association between XPO1 and clinical characteristics in neuroblastoma was analyzed using Pearson’ s chi-square test. Prognostic analysis was performed using univariate and multivariate Cox regression models. The log-rank (Mantel-Cox) test was used for overall survival analysis. The Student’s t-test was used for statistical analysis, and nonparametric tests were conducted when necessary. All assays were conducted independently at least three times. Results were expressed as mean ± standard deviation (SD) and considered significant when the *p* value is < 0.05.

## Results

### Overexpression of XPO1 is associated with poor clinical characteristics and prognosis of neuroblastoma patients

First, the correlation between *XPO1* mRNA expression level and clinical characteristics was analyzed using the NRC dataset (GSE85047). Patients with high-risk clinical parameters presented higher *XPO1* expression, including age at diagnosis > 18 months and advanced INSS stage (Fig. 1A, B, *p* < 0.05). Then, a subgroup analysis was performed to further clarify the relationship between the mRNA expression level of *XPO1* and overall survival. Patients who showed *XPO1* overexpression had shorter overall survival (Fig. 1C, *p* < 0.05).

**Fig. 1:**
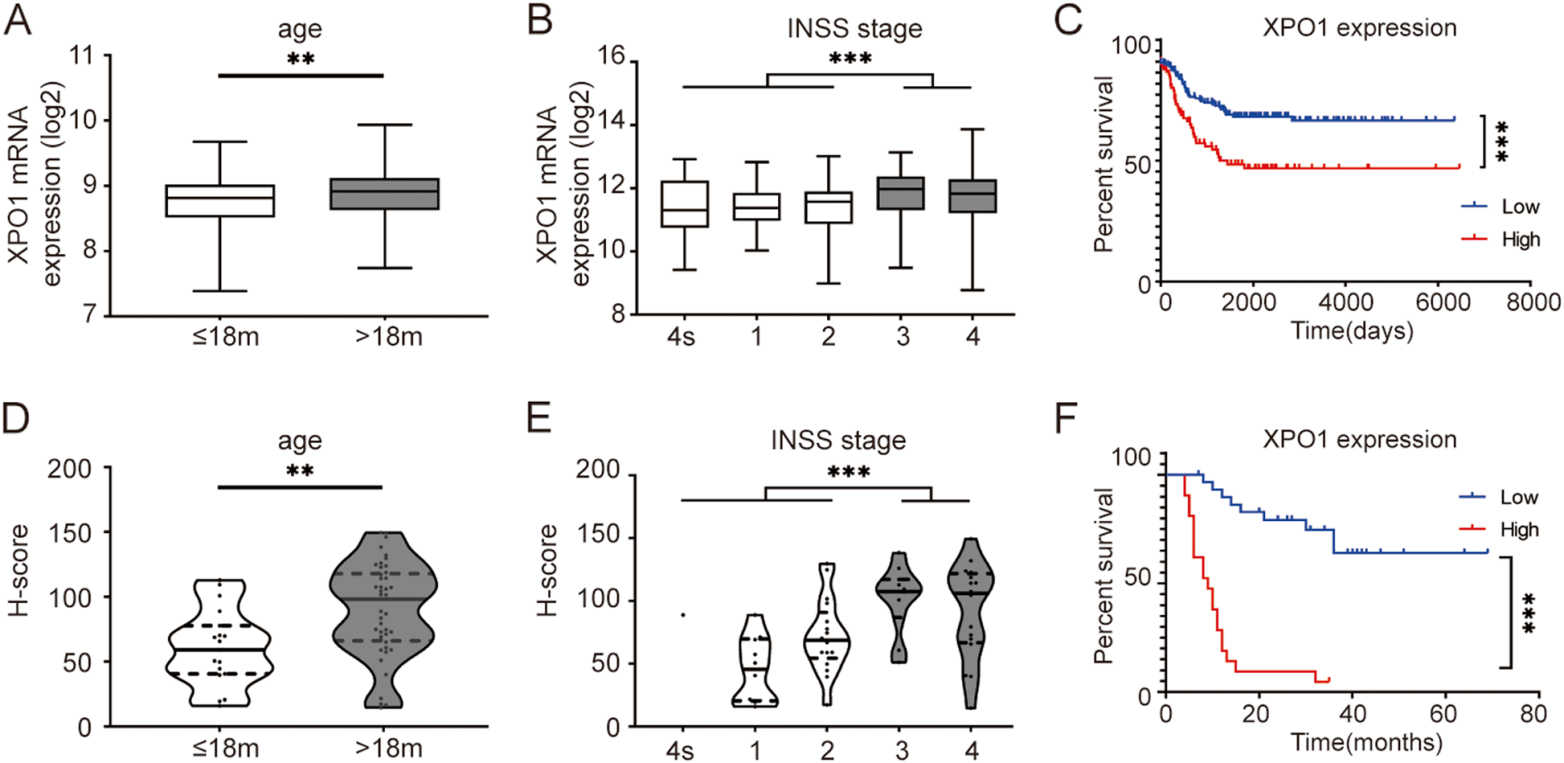
Overexpression of XPO1 is associated with poor clinical characteristics and prognosis of neuroblastoma patients. **A***XPO1* mRNA is overexpressed in patients with age at diagnosis more than 18 months and **B** advanced INSS stage. C Patients with high *XPO1* mRNA expression present shorter overall survival time. **D** panoramic view of TMA. **E** XPO1 protein is overexpressed in patients with age at diagnosis more than 18 months and **F** advanced INSS stage. **G** Patients with high XPO1 protein expression present shorter overall survival time. TMA, specimens and tissue microarray. INSS, International Neuroblastoma Staging System. ** *P* < 0.01, *** *P* < 0.001

Next, the correlation between XPO1 protein expression level and clinical characteristics was analyzed according to the results of the TMA analysis. TMA was scanned using Pannoramic MIDI (Fig. 1D), and the clinical information of 64 samples were retrieved. Consistent with the above results, patients diagnosed at the age of 18 months or older and with advanced INSS stage had higher XPO1 expression (Fig. 1E, F, *p* < 0.05). According to the results of the subgroup analysis, patients with higher XPO1 expression had shorter overall survival (Fig. 1G, *p* < 0.05). XPO1 overexpression was associated with several high-risk parameters, such as age at diagnosis (18 months or older) and advanced INSS stage (Table 1, *p* < 0.05). Univariate and multivariate analyses suggested that XPO1 expression was a poor independent prognosis factor (Table 2, *p* = 0.003).

**Table 1:** Tissue microarray identifies the association between XPO1 expression and clinical characteristics in neuroblastoma patients

Factors	Case No	XPO1 expression		*P* value
		low, No. (%)	high, No. (%)	
Gender				0.181
Male	28	16 (57.1)	12 (42.9)	
Female	36	27 (75.0)	9 (25.0)	
Age (month)				0.019
≤ 18	19	17 (89.5)	2 (10.5)	
> 18	45	26 (57.8)	19 (42.2)	
MYCN amplification				0.016
No	35	28 (80.0)	7 (20.0)	
Yes	20	9 (45.0)	11 (55.0)	
Tumor stage (INSS)				< 0.001
4 s + 1 + 2	29	27 (93.1)	2 (6.9)	
3 + 4	26	10 (38.5)	16 (61.5)	
Pathological histotype				0.580
Neuroblastoma	23	14 (60.9)	9 (39.1)	
Ganglioneuroblastoma	41	29 (70.7)	12 (29.3)	
Preoperative chemotherapy				0.008
No	31	26 (83.9)	5 (16.1)	
Yes	33	17 (51.5)	16 (48.5)	
Death				< 0.001
No	23	22 (95.7)	1 (4.3)	
Yes	29	9 (31.0)	20 (69.0)	

Pearson’s chi-squared test and CMH test was used for statistical analysis; *INSS* International Neuroblastoma Staging System

**Table 2:** Cox proportional hazards model for prognostic factors analysis in neuroblastoma patients (TMA)

Variables	Favorable/Unfavorable	Univariate analysis		Multivariate analysis	
		HR (95% CI)	*P* value	HR (95% CI)	*P* value
Gender	female /male	0.893 (0.430–1.856)	0.762		
Age (month)	≤ 18/ > 18	2.549 (1.083–5.997)	0.032	2.029 (0.778–5.289)	0.148
Pathological histotype	ganglioneuroblastoma/ neuroblastoma	0.538 (0.249–1.161)	0.114		
MYCN amplification	no/yes	6.973 (2.880–16.878)	< 0.001	3.299 (1.097–9.923)	0.034
Preoperative chemotherapy	no/yes	5.219 (2.200–12.382)	< 0.001	1.144 (0.297–4.406)	0.845
Tumor stage (INSS)	4 s + 1 + 2/3 + 4	8.691 (3.397–22.237)	< 0.001	2.676 (0.780–9.180)	0.118
XPO1 expression	low/high	10.652 (4.330–26.204)	< 0.001	4.392 (1.641–11.754)	0.003

Cox regression was used for statistical analysis. *95%CI* 95% confidence interval, *HR *Hazard ratio, *INSS *International Neuroblastoma Staging System

### XPO1 inhibitor verdinexor blocks the proliferation of neuroblastoma cells by promoting cell apoptosis

To evaluate the function of XPO1 in neuroblastoma cells, cell viability was determined by conducting the CCK-8 assay. Results showed that the XPO1 selective inhibitor verdinexor (KPT-335) significantly inhibited neuroblastoma cell proliferation in a dose-and time-dependent manner (Fig. 2A). Verdinexor IC50 values for SK-N-BE(2) and SH-SY5Y cells were approximately 1.4 µM and 0.3 µM at 48 h, respectively, and were selected for subsequent experiments. Colony formation assays were conducted to study the colony forming capacity of single cells. In colony formation assays, the change of size and number of colonies was visible in the photos, and the number of colonies could be quantified. KPT-335 significantly reduced the number and size of colonies formed by neuroblastoma cells (Fig. 2B). As shown in Fig. 2C, the EdU-488 assay confirmed that KPT-335 significantly suppressed the proliferation of SK-N-BE(2) and SH-SY5Y cells. To confirm whether this antitumor effect was mediated by XPO1 inhibition rather than an off-target effect, a repeat growth assay was performed by treating the cells with three *XPO1*-siRNAs. XPO1 was efficiently knocked down by XPO1-siRNAs in protein level (Figure S1A). Results confirmed that the inhibition of XPO1 suppressed the proliferation of SK-N-BE(2) and SH-SY5Y cells (Fig. 2D). In addition, results of flow cytometry assay showed that the apoptotic rate was significantly increased in KPT-335-treated SK-N-BE(2) and SH-SY5Y cells compared with the negative control cells (Fig. 2E). TUNEL assays confirmed that KPT-335 induced apoptosis in SK-N-BE(2) and SH-SY5Y cells (Fig. 2F). Moreover, apoptosis-related Bcl-2 family proteins were detected by conducting the Western blot analysis. Results suggested that the expression of Bad and Bax was significantly increased, while the expression of Bcl-2 was significantly reduced, especially the ratio between Bcl-2 and Bax (Fig. 2G). These results indicated that KPT-335 significantly suppressed the proliferation of neuroblastoma cells and induced cell apoptosis in vitro.

**Fig. 2:**
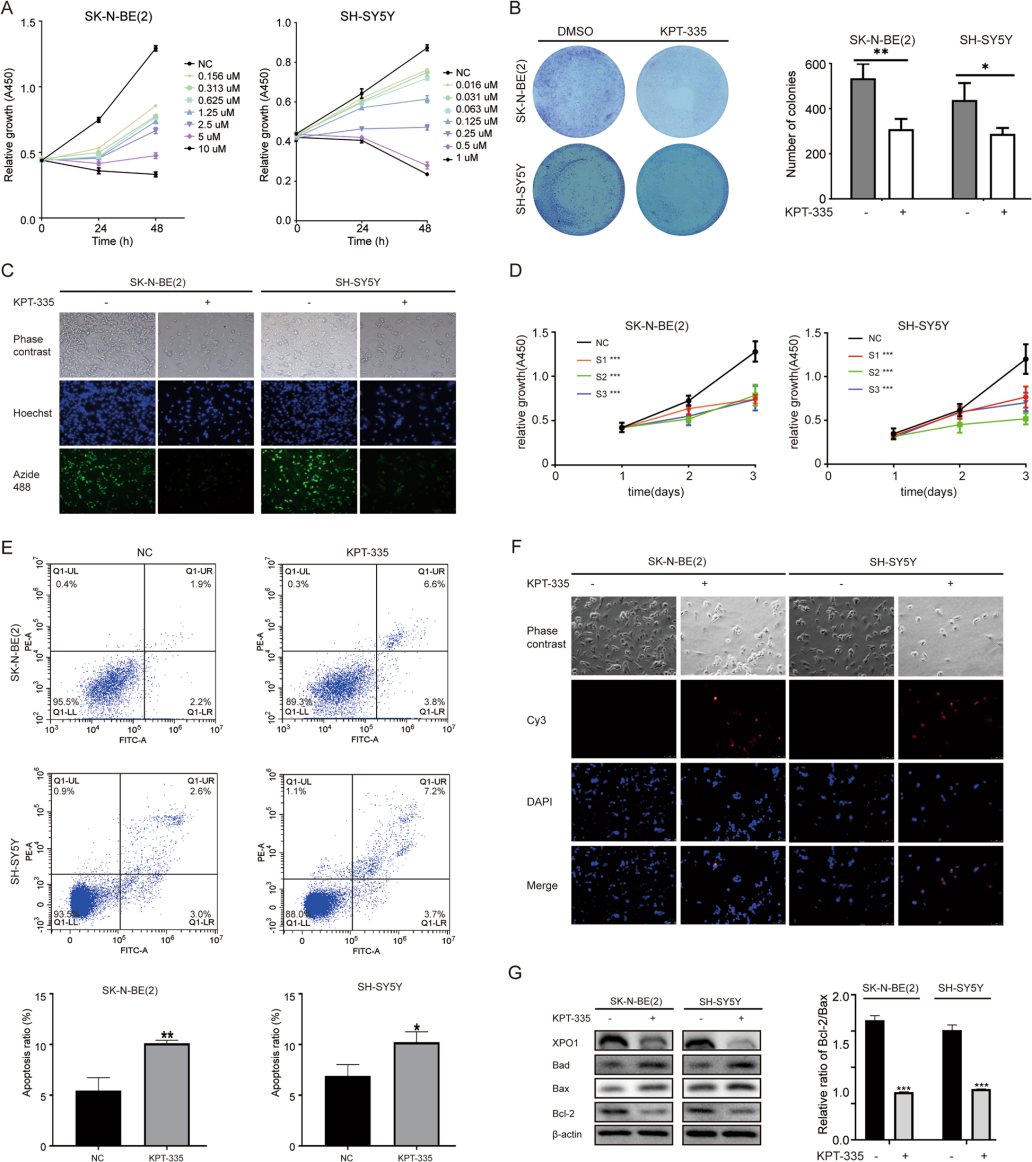
XPO1 inhibitor KPT-335 inhibits neuroblastoma cells proliferation by promoting cell apoptosis. **A** Proliferation inhibition of SK-N-BE(2) and SH-SY5Y by selective inhibitor KPT-335 in dose and time-dependent manners. **B** Inhibition of colonies formation after KPT-335 treatment in SK-N-BE(2) and SH-SY5Y. **C** Fluorescence images of EdU-488 after KPT-335 treatment in SK-N-BE(2) and SH-SY5Y. **D** knockdown of XPO1 by siRNA inhibited SK-N-BE(2) and SH-SY5Y proliferation. **E** KPT-335 induced SK-N-BE(2) and SH-SY5Y cells apoptosis. **F** Fluorescence images of TUNEL after KPT-335 treatment in SK-N-BE(2) and SH-SY5Y. **G** Bad, Bax, Bcl-2 and XPO1 expression levels detected by western blotting. TUNEL, TdT-mediated dUTP Nick-End Labeling assays. Data presented as mean ± SD (*n* = 3). * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001

### XPO1 inhibitor verdinexor inducing nuclear accumulation of FOXO1 and RB1 by inhibiting the PI3K/AKT pathway

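SK-N-BE(2) is a MYCN-amplified neuroblastoma cell line, and verdinexor (KPT-335) is a small molecule that binds XPO1, the receptor that carries proteins with a leucine-rich export signal out of the nucleus. RNA of cells treated for 24 h with KPT-335 or with the solvent DMSO was sequenced, with 3 libraries per condition. The methods of the sequencing name no dose; the IC50 that the paper selected for later experiments in this line was about 1.4 µM. According to the methods, the authors filtered reads with SOAPnuke, mapped them with HISAT2, aligned them to a coding gene set with Bowtie2 and estimated the expression of each gene with RSEM. The deposited tables hold an RSEM expected count and an FPKM value for each of 19337 genes in each library. The paper describes extraction of total RNA for quantitative PCR, while its sequencing methods name no extraction or cell fraction. The names of the deposited tables hold a word that can stand for the cytoplasmic fraction. The sources used here do not settle whether the libraries hold RNA of whole cells or of that fraction. Expected counts summed to 17599049, 17655552 and 17586841 in DMSO replicates 1 to 3, and to 17812956, 17676270 and 17829001 in KPT-335 replicates 1 to 3. At this depth a gene without a count in 1 library can still be present at up to 0.17 CPM in a DMSO and 0.168 in a KPT-335 library, a limit that covers counting error only. Expected counts were rounded to whole numbers, scaled by TMM, whose factors lay between 0.970 and 0.977 for DMSO and between 1.02 and 1.04 for KPT-335, and compared with edgeR's quasi-likelihood test. After genes with few counts were removed, 15107 genes were tested. KPT-335 replicates 1 and 2 differed by a chi-square of 1.71 per gene, and replicate 3 differed from them by 13.1 and 16.3, against 1.81 to 2.55 between DMSO libraries. The deviation of KPT-335 replicate 3 followed the GC content of the genes, with a Spearman correlation of 0.743 across 13136 genes, which are not independent replicates, against a size of at most 0.227 in a DMSO library. The statistics section of the paper states that assays were run independently at least 3 times, but neither it nor the labels tie the libraries to separate cultures, so p-values measure only the spread between these samples, which may be technical.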

To further examine the mechanism of KPT-335 in neuroblastoma cells, mRNA-sequencing of SK-N-BE(2) cells was performed after treatment with KPT-335. Under the condition of |Log_2_FC|≥ 1,6 and *p* < 0.001, 1,495 genes were upregulated and 476 genes were downregulated. 

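The RNA of CSF2, a hematopoietic growth factor, was at 69.3 ± 4.14 CPM (SD, n = 3) with KPT-335 and at 1.13 ± 0.305 CPM (SD, n = 3) with DMSO. INSM2, a zinc finger factor of the adrenergic list, fell by 3.71 on the log2 scale from 144 ± 3.74 CPM with DMSO (SD, n = 3). Of 67 genes of G1/S and DNA replication, 65 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (65 when adjusted over the list alone), and the other 2 did not pass the test. Of 33 immediate early and AP-1 genes, 31 were higher (31 when adjusted over the list alone) and 2 did not pass the test.
The log2 fold change was 5.93 for CSF2 (standard error 0.13, edgeR adjusted p = 4.64e-10) and for INSM2 the standard error was 0.08 (adjusted p = 4.26e-10 from the same edgeR test). Among the 10 largest rises were also the matrix metalloproteinase MMP3, at 8.16 on the log2 scale with 4 counts in the DMSO libraries together, the cytokines IL24 and CSF3, at 5.90 and 5.80, and the cyclin CCND2, at 5.76. The chemokine gene CCL3L1 had 0 counts with DMSO and 398 with KPT-335, which is at least 125-fold higher against a floor of 3 counts over the group; it is nearly identical to CCL3 and may share reads with it. The keratin KRT14 had 3 counts with DMSO and 563 with KPT-335, a ratio of 176 with a 95% counting interval of 60.1 to 858. For CLDN1 the ratio was 147 (40.3 to 1220), for HSPA6 127 (43.1 to 618) and for NEURL3 87.8 (29.7 to 428), each from 2 or 3 counts with DMSO. The 10 largest falls ran from -5.05 for PXDNL to -3.49 for PPP1R10 on the log2 scale, with TNNT2, ABCA12, TM4SF4, CTPS1 and FGFBP2 among those between. The replication genes CDC45, TYMS and RRM2 fell by 2.99, 2.64 and 2.61 on the log2 scale, and of 60 G2/M genes 55 were lower, among them LMNB1 at -3.30 and MKI67 at -2.40, and 4 were higher (55 and 4 when adjusted over the list alone). In flow cytometry, done at a later time, the paper found the cell cycle of this line not significantly changed. Lower RNA of replication and G2/M genes therefore does not by itself show an arrest. By an EdU assay the paper reports suppressed proliferation of this line, and in its xenografts lower Ki67 and PCNA by staining. Of 31 genes of adrenergic neuroblastoma identity, 23 were lower, among them LMO3 at -2.74, and 4 higher (23 and 4 when adjusted over the list alone). Among immediate early genes, KLF4 and FOS rose by 5.43 and 4.11 on the log2 scale. limma's camera with a preset correlation gave adjusted p = 9.89e-17 for the replication, 1.61e-10 for the G2/M, 9.73e-05 for the adrenergic and 1.11e-11 for the immediate early list. The corresponding values were adjusted p = 0.0796, 0.12, 0.141 and 0.12 with an estimated correlation in limma's camera, so none of the 4 calls held there.
At a log2 fold change of at least 1.6 in size and an unadjusted p under 0.001 from edgeR, 1052 genes were higher and 474 were lower with KPT-335, 10.1% of the genes tested. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5661 genes were higher and 5779 lower. Of the genes past the thresholds of the study, 541 of the higher and 123 of the lower genes lay in the fifth of genes with the lowest mean expression. With a minimum of 10 counts in every library 672 genes were higher past these thresholds, 630 of them among the 1052.

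**Figure D1:**
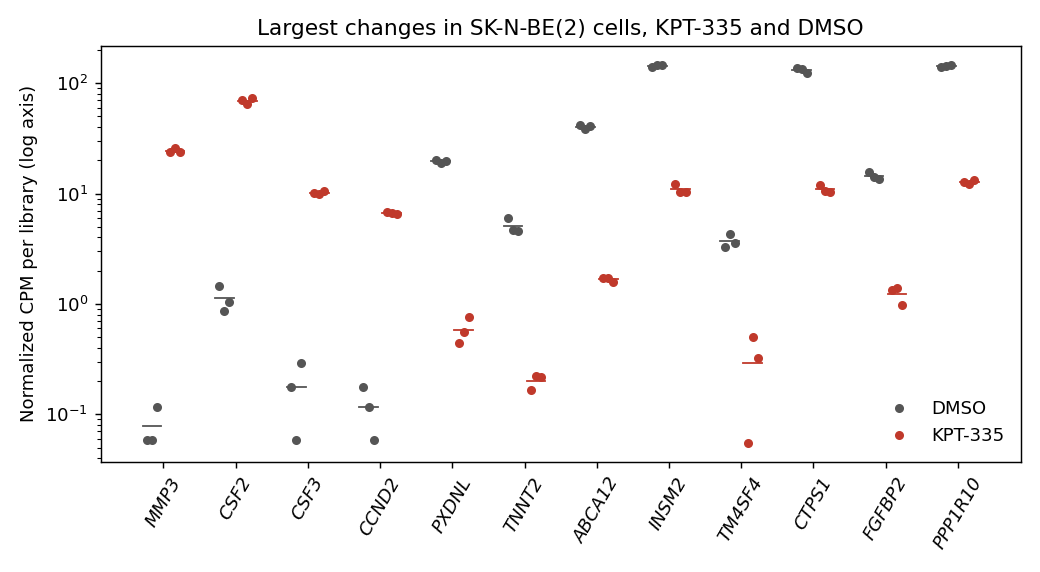
Normalized CPM on a log axis for the genes among the 10 largest rises and 10 largest falls that are reported here and had a count in all 6 libraries. Each point is 1 library and each line the mean of 3 libraries, DMSO in grey and KPT-335 in red. CSF2 lies near 1.13 CPM with DMSO and 69.3 with KPT-335. The 2 conditions do not overlap for any gene drawn, which the rule that chose the genes required.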

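The 6 libraries fell into 2 groups, KPT-335 and DMSO, when clustered on log2(FPKM + 1) of all 15107 tested genes. The largest distance within a condition was 28.1, between KPT-335 libraries, and the smallest between conditions 87.6. On the 1526 genes past the thresholds, which were selected for a difference between the conditions, these distances were 8.15 and 59.1. DNA-binding transcription factor families, and receptor tyrosine kinase, integrin and ephrin families, made up a larger share of these genes than of all genes tested. Of 826 tested members of DNA-binding transcription factor families, 109 passed the thresholds (13.2% against 10.1% of all tested genes), among them SOX8, at a log2 fold change of 3.78. Of 82 members of receptor tyrosine kinase, integrin and ephrin families, 17 passed them (20.7%); the receptor tyrosine kinase ALK fell by 2.19 and FGFR3 rose by 2.34 on the log2 scale.
One-sided hypergeometric tests over the genes tested gave adjusted p = 0.00908 for both families (hypergeometric test, Benjamini-Hochberg over 6 families), without a comparison with genes of like expression. The other families did not pass this test: 21 of 258 genes of RNA-binding, 16 of 202 of GTP-binding, 16 of 175 of calcium-binding and 63 of 537 of transporter families were past the thresholds, with adjusted p = 0.879, 0.879, 0.879 and 0.231 in the hypergeometric test. At an adjusted p under 0.05 from edgeR, 303 transcription factor genes were higher and 314 lower (300 and 312 when adjusted over the list alone), 44 receptor genes higher and 24 lower (44 and 24 when adjusted over the list alone), and 57 RNA-binding genes higher and 150 lower (57 and 151 when adjusted over the list alone). By the same edgeR threshold 74 GTP-binding genes were higher and 67 lower, 74 calcium-binding genes higher and 64 lower, and 232 transporter genes higher and 168 lower, with the same numbers when adjusted over the list alone. ZC3H4 and IGF2BP3, both RNA-binding, fell by 3.45 and 2.56 on the log2 scale, and the small GTPase gene RRAD rose by 3.78. CAPN12 and SYT5 rose by 2.72 and 2.35 among calcium-binding genes, and the glutamate receptor subunit GRIN3B rose by 4.59 among transporter and channel genes.
XPO1 itself was at 371 ± 12.7 CPM with DMSO and 360 ± 56.6 CPM with KPT-335 (SD, n = 3 each), a log2 fold change of -0.04 (standard error 0.10, edgeR adjusted p = 0.703). Its sign depended on KPT-335 replicate 3: without this library the log2 fold change was 0.08 (edgeR adjusted p = 0.0373), and with a correction for GC content, chosen after the data were seen, 0.185 (edgeR adjusted p = 0.000574). With library totals and with upper-quartile scaling it was 0.03 and 0.09, without a call in edgeR. The GC correction also takes out any GC trend between the conditions, not only that of replicate 3. Of 36 genes of nuclear transport receptors and the RAN cycle, 23 were lower and 5 higher in edgeR (23 and 5 when adjusted over the list alone). The log2 fold changes of the import receptor genes KPNB1 and KPNA2 were -1.56 and -1.54, and that of CSE1L, which encodes an export receptor, was -1.51. limma's camera gave adjusted p = 0.00399 for this list, and adjusted p = 0.196 with an estimated correlation. Of 12 genes for XPO1 cargoes and proteins named in the study, 5 were higher and 4 lower (5 and 4 when adjusted over the list alone), with a camera adjusted p of 0.933 from limma, which placed the list higher although its median log2 fold change was -0.09. In limma's camera the RNA-binding families were lower with adjusted p = 0.000754, and adjusted p = 0.259 with an estimated correlation, and the other families were not called (adjusted p from 0.122 to 0.979). For transcription factors the median log2 fold change of 0.01 and the direction of the camera test differed in sign. The lists stand for gene families named by symbol and are not the terms of the GO database.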

The enrichment analysis and GO function analysis of these differential genes showed that most of the differential genes were related to the “binding” function of XPO1 (Fig. 3A). 

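Of 118 tested genes of the FoxO signaling pathway, 25 passed the thresholds of the study, 22 higher and 3 lower, a share of 21.2% against 10.1% of all tested genes. The growth arrest and DNA damage gene GADD45B rose from 7.37 ± 0.547 to 185 ± 10.8 CPM (SD, n = 3 each), a log2 fold change of 4.65 (standard error 0.08, edgeR adjusted p = 2.59e-10). FOXO1 itself rose from 4.56 ± 0.985 to 14.9 ± 0.919 CPM (SD, n = 3 each), a log2 fold change of 1.71 (standard error 0.14, edgeR adjusted p = 1.50e-06). FOXO3 and FOXO4 had smaller rises of 0.21 and 0.43 on the log2 scale.
The hypergeometric test gave adjusted p = 0.000324 for the FoxO list (one-sided, Benjamini-Hochberg over the 5 pathway lists named after Fig. 3B). Other members that rose were the cell cycle inhibitors CDKN2B and CDKN1A, at 3.88 and 2.02 on the log2 scale, GADD45G at 3.20, the repressor BCL6 at 3.00 and the ubiquitin ligase FBXO32 at 2.80. PLK4, PIK3R3 and CCNB1 were the members lower past the thresholds, at -1.88, -1.86 and -1.67. Over all tested genes, 57 members were higher and 41 lower at an adjusted p under 0.05 from edgeR (57 and 41 when adjusted over the list alone), and limma's camera did not call the list (adjusted p = 0.172). When members were counted at an adjusted p under 0.05 from edgeR in place of the thresholds of the study, the hypergeometric adjusted p was 0.077. Of 27 known FOXO target genes, 21 were higher and 4 lower (21 and 4 when adjusted over the list alone), with KLF4 among the higher; limma's camera gave adjusted p = 0.000235, and adjusted p = 0.241 with an estimated correlation.
The other lists of Fig. 3B passed the hypergeometric test too, with 52 of 153 cytokine and cytokine receptor genes past the thresholds (adjusted p = 3.71e-15), 28 of 106 of TNF signaling (3.47e-06), 21 of 73 of IL-17 signaling (1.11e-05) and 17 of 81 of TGF-beta signaling (0.00264). At an adjusted p under 0.05 from edgeR, 105 cytokine genes were higher and 23 lower (106 and 23 when adjusted over the list alone), as were 59 and 29 of TNF (59 and 29 when adjusted over the list alone), 39 and 17 of IL-17 (40 and 17) and 35 and 29 of TGF-beta signaling (35 and 29). In limma's camera the cytokine list had adjusted p = 7.52e-07, and adjusted p = 0.0426 with an estimated correlation, the single list of 41 called both ways. The camera adjusted p from limma was 0.00336 for the TNF and for the IL-17 list, with adjusted p = 0.0959 and 0.141 with an estimated correlation, and 0.611 for the TGF-beta list. BIRC3, which restrains cell death downstream of TNF receptors, rose by 4.59, MYC by 3.51, ID2 by 2.61 and BMP6 by 3.88 on the log2 scale.
Of 34 genes of the PI3K/AKT core, 8 were higher and 19 lower (8 and 19 when adjusted over the list alone), with a camera adjusted p of 0.12 from limma. SGK1 and PIK3CD rose by 2.48 and 1.87, and RPTOR fell by 1.45 on the log2 scale. Of 14 cell cycle inhibitors, 8 were higher and 3 lower (8 and 3 when adjusted over the list alone), with a camera adjusted p of 0.17 from limma; CDKN1C rose by 1.47 and RBL1 fell by 1.83. The lists were compiled by symbol and are not copies of the KEGG pathways. Their hypergeometric tests did not compare them with genes of like expression. In the fifth of tested genes with the lowest mean expression, 541 of 3022 were higher and 123 lower past the thresholds. The lists also share members, such as CSF2 in the cytokine, TNF and IL-17 lists, so their tests are not independent of each other. The paper reports the FoxO and other pathways from these same libraries, so their counts are not independent evidence of a direction.

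**Figure D2:**
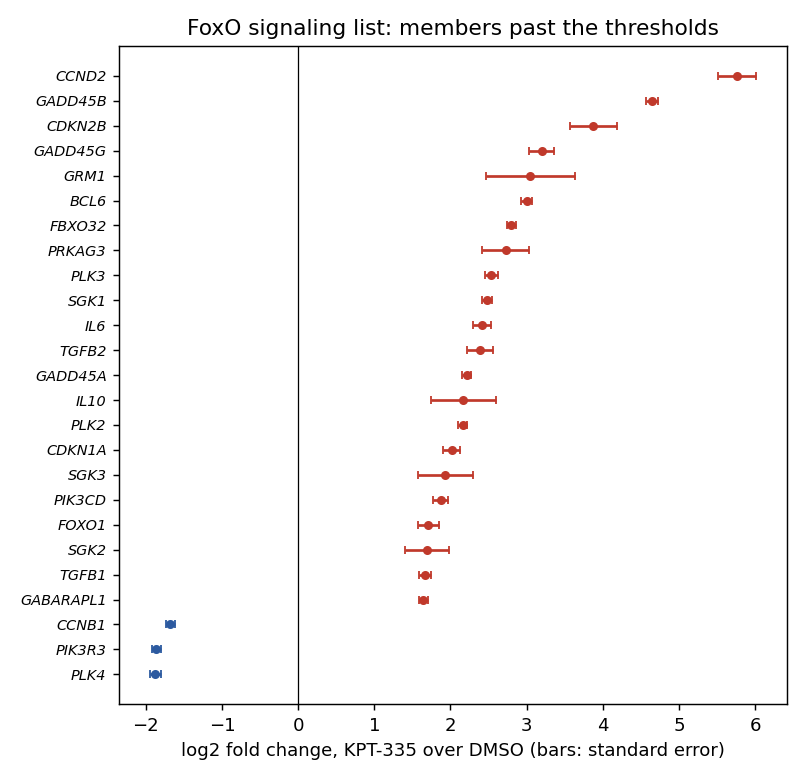
log2 fold change of KPT-335 over DMSO, with its standard error from edgeR, for the 25 genes of the FoxO signaling list past the thresholds of the study. The 22 genes in red were higher, from 1.65 for GABARAPL1 to 5.76 for CCND2, and the 3 in blue were lower.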

KEGG analysis indicated significant changes in the “FoxO signaling pathway” (Fig. 3B). Consistent with the previous results, the GSEA analysis indicated significant changes in the “apoptosis” pathway (Fig. 3C). Moreover, FOXO1 and RB1 were considered as cargo proteins of XPO1 [10, 11]. 

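Apoptosis genes were more often higher than lower with KPT-335. Of 149 tested genes of the apoptosis list, 91 were higher and 35 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (91 and 35 when adjusted over the list alone). DDIT3, a transcription factor of the stress response that promotes cell death, rose from 18.7 ± 0.978 to 309 ± 20.9 CPM (SD, n = 3 each). FAS, a death receptor gene, rose by 2.11 on the log2 scale. BRCA1, a DNA repair gene, had the largest fall of the list, at -2.18.
The log2 fold change of DDIT3 was 4.04 (standard error 0.08, edgeR adjusted p = 2.75e-10). limma's camera placed the apoptosis list above other genes with adjusted p = 0.000754 over 41 lists, and with adjusted p = 0.126 with an estimated correlation. The median log2 fold change of the list was 0.388. In a ranking by log2 fold change the enrichment score was 0.522 with adjusted p = 3.71e-07 from fgsea's permutation test, which permutes genes and not libraries. Among the members that rose most, CCND2 is a cyclin, GNA15 a G protein subunit and BIRC3 an inhibitor of apoptosis, and GNA15 rose by 4.82 on the log2 scale. The paper had reported apoptosis of these cells by other assays before. It reports this pathway from these same libraries, so the count is not independent evidence of its direction.
Of 33 pro-apoptotic BCL2 family and death receptor genes, 16 were higher and 9 lower, and of 17 anti-apoptotic genes 9 were higher and 5 lower, with the same numbers when adjusted over the list alone. limma's camera gave adjusted p = 0.122 and 0.224 for these lists. Among pro-apoptotic genes, the death receptor gene TNFRSF10B and the BH3-only genes BBC3 and HRK rose by 2.32, 2.21 and 2.08 on the log2 scale. BAG3 and BIRC2, which restrain cell death, rose by 1.14 and 0.90 on the log2 scale. Of 47 P53 target genes, 26 were higher and 12 lower (26 and 12 when adjusted over the list alone), with GDF15 at 2.73, PLK3 at 2.53 and SPATA18 at -2.98; limma's camera gave adjusted p = 0.011, and adjusted p = 0.141 with an estimated correlation. The paper describes P53 in SK-N-BE(2) as mutant and without function, so a rise of these genes alone does not show P53 activity. The paper names FOXO1 and RB1 as cargoes of XPO1. It reports their nuclear accumulation in fractionated lysates and a weaker effect of KPT-335 after their knockdown. It also reports lower phosphorylation of PI3K, AKT, FOXO1 and RB1, partly rescued by a PI3K agonist that limited the effect of KPT-335. From these results it proposes that KPT-335 acts by nuclear accumulation of FOXO1 and RB1 through inhibition of PI3K/AKT signaling.

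**Figure D3:**
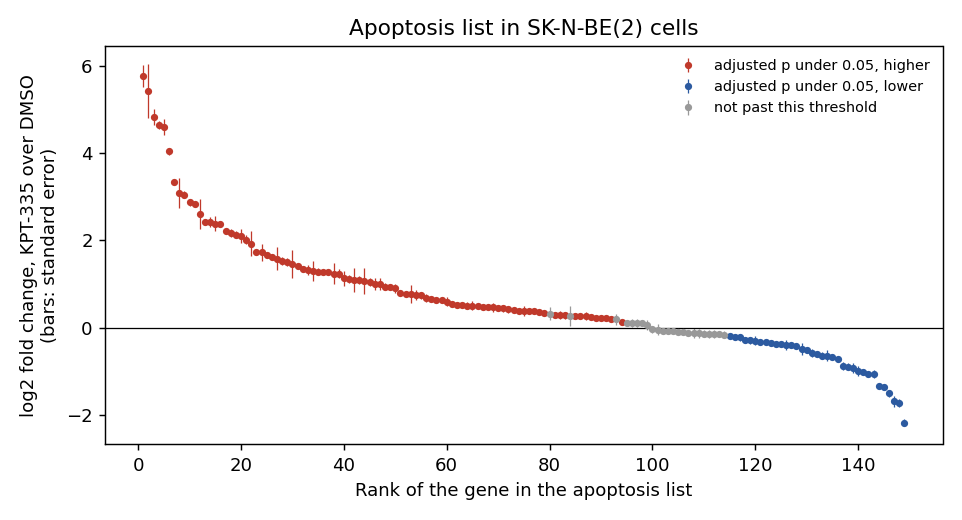
log2 fold change of KPT-335 over DMSO, with its standard error from edgeR, for the 149 tested genes of the apoptosis list in order of their change. The 91 genes in red were higher and the 35 in blue lower at an adjusted p under 0.05, and the 23 in grey did not pass this threshold.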

Western blot analysis of cell fractionated lysates confirmed that the overall expression levels of FOXO1 and RB1 proteins did not change significantly after KPT-335 treatment, but they were significantly accumulated in the nucleus and decreased in the cytoplasm (Fig. 3D and F). In addition, FOXO1 and RB1 was efficiently knocked down by siRNA in protein level (Figure S1 B). Knockdown of FOXO1 and RB1 limited the antitumor effects of KPT-335 in SK-N-BE (2) and SH-SY5Y cells (Fig. 3E and G). It has been reported that AKT directly phosphorylates FOXO1 and promotes its exportation from the nucleus [26]. As shown in Fig. 3H, KPT-335 significantly suppressed the phosphorylation levels of PI3K, AKT, FOXO1, and RB1 in SK-N-BE (2) and SH-SY5Y cells, while PI3K agonist 740Y-P partially rescued this effect. In addition, 740Y-P limited the antitumor effect of KPT-335 in neuroblastoma cells (Fig. 3I). These results suggest that KPT-335 exerts antitumor effects in neuroblastoma cells by inducing nuclear accumulation of FOXO1 and RB1 through inhibition of the PI3K/AKT pathway.

**Fig. 3:**
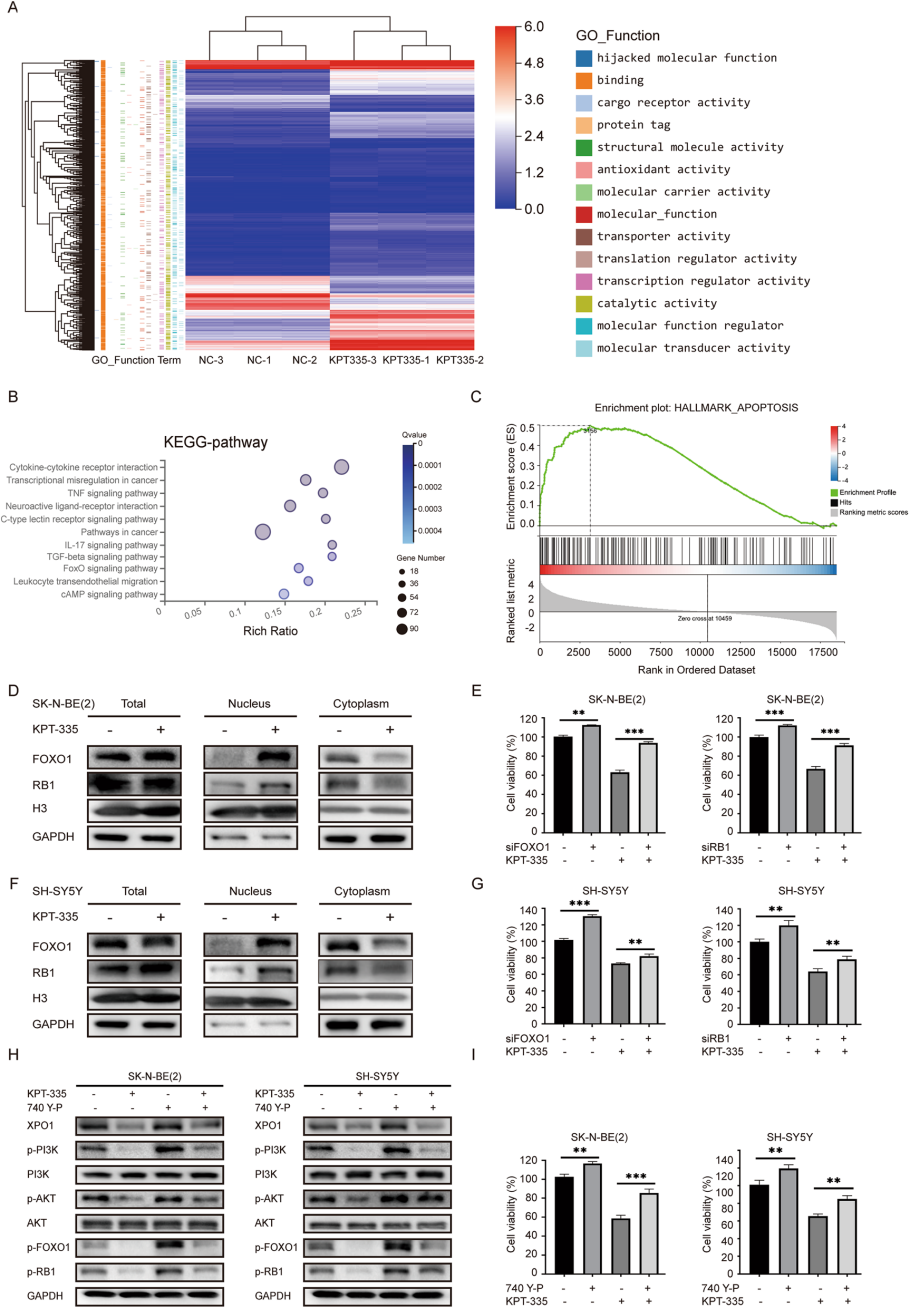
XPO1 inhibitor KPT-335 induces nuclear accumulation of FOXO1 and RB1 through inhibiting PI3K/AKT pathway. **A** Heatmap and Go function analysis, **B** KEGG pathway, **C** GSEA analysis of differential genes (|Log2FC|≥ 1.6, *P* < 0.001) of SK-N-BE(2) after KPT-335 treatment. **D** Western blot analysis of FOXO1 and Rb1 levels in nucleus and cytoplasm of SK-N-BE(2) after KPT-335 treatment. **E** knockdown of FOXO1 and RB1 attenuated effective of KPT-335 in SK-N-BE(2). **F** Western blot analysis of FOXO1 and RB1 levels in nucleus and cytoplasm of SH-SY5Y after KPT-335 treatment. **G** Knockdown of FOXO1 and RB1 attenuated inhibition effects of KPT-335 in SH-SY5Y. **H** XPO1, p-PI3K, PI3K, p-AKT, AKT, p-FOXO1, p-RB1 expression levels detected by western blotting. **I** 740 Y-P attenuated inhibition effects of KPT-335 in SK-N-BE(2) and SH-SY5Y. Data presented as mean ± SD (*n* = 3). ** *P* < 0.01, *** *P* < 0.001

### XPO1 inhibitor verdinexor inducing the nuclear accumulation of P53 in neuroblastoma cells

P53 is the cargo protein of XPO1 and plays important roles in cell apoptosis [27]. As shown in Fig. 4A, immunofluorescence staining confirmed that KPT-335 induced the nuclear accumulation of P53 in both SK-N-BE(2) and SH-SY5Y cells. To further understand how KPT-335 increased P53 protein expression levels in SK-N-BE(2) and SH-SY5Y cells, we blocked the synthesis of *P53* mRNA with actinomycin D in SK-N-BE(2) and SH-SY5Y cells for 0 h, 4 h, and 8 h after KPT-335 treatment. KPT-335 only increased the *P53* mRNA expression in SH-SY5Y cells, but did not increase the *P53* mRNA expression in SK-N-BE(2) cells. KPT-335 did not affect the degradation rate of *P53* mRNA in SK-N-BE(2) or SH-SY5Y cells (Fig. 4B and C). Then, we blocked the translation or synthesis of P53 protein with CHX in SK-N-BE(2) and SH-SY5Y cells within 0 h, 1 h, 2 h, and 4 h after KPT-335 treatment. KPT-335 significantly reduced the degradation rate of P53 protein in SK-N-BE(2) and SH-SY5Y cells (Fig. 4D). Western blot analysis of cell fractionated lysates (cytoplasmic and nuclear extracts) also confirmed that KPT-335 increased the P53 protein expression in SK-N-BE(2) and SH-SY5Y cells, only in the nucleus as no changes in p53 levels in the cytoplasm are observed (Fig. 4E). These results demonstrated that KPT-335 reduced the degradation of P53 protein and induced P53 nuclear accumulation in neuroblastoma cells.

**Fig. 4:**
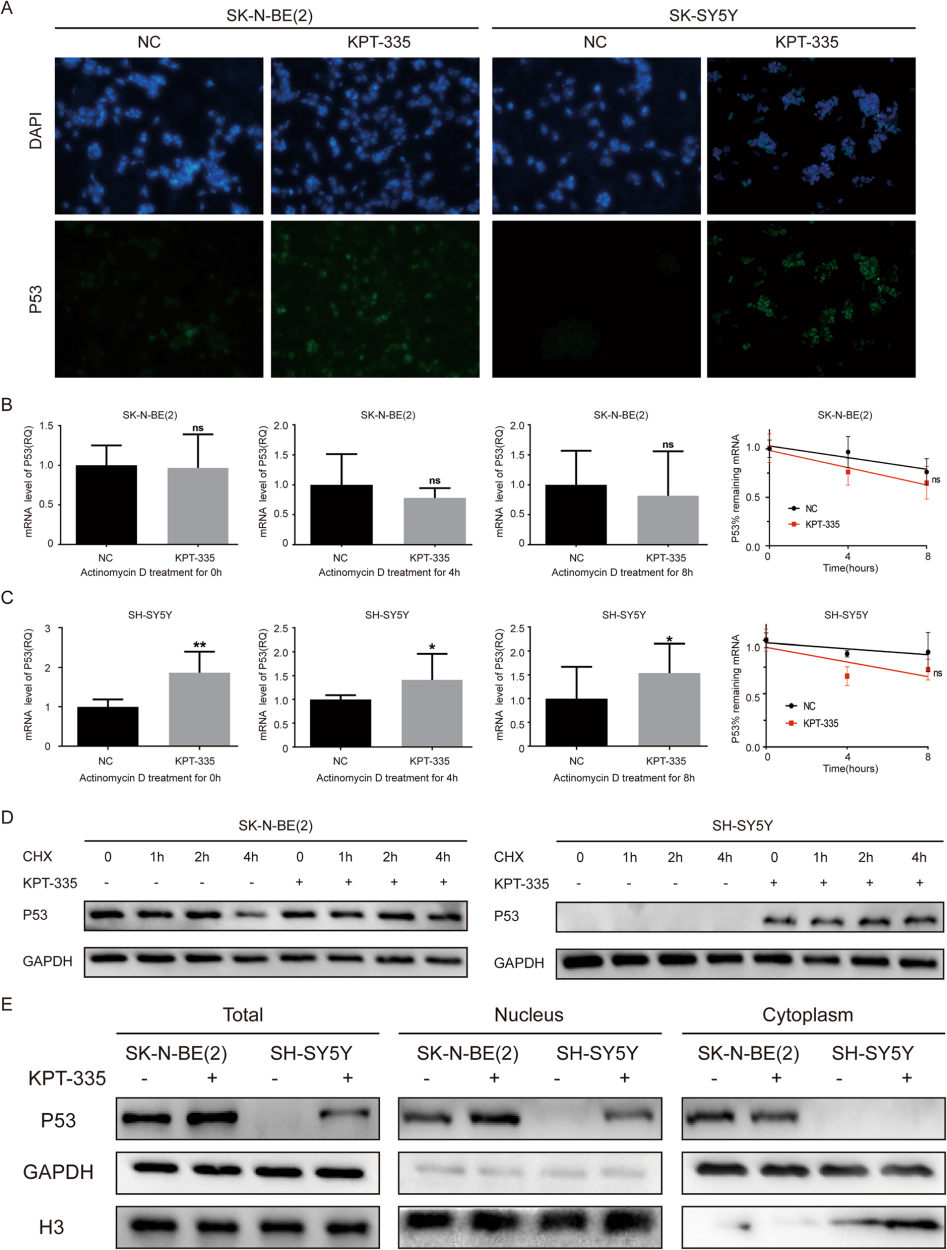
XPO1 inhibitor KPT-335 induces nuclear accumulation of P53 in in neuroblastoma cells. **A** Immunofluorescence images of nuclear P53 in SK-N-BE(2) and SH-SY5Y after KPT-335 treatment. **B** and **C** Degradation rate of *P53* mRNA in SK-N-BE (2) and SH-SY5Y after KPT-335 treatment. **D** Degradation rate of P53 protein in SK-N-BE (2) and SH-SY5Y after KPT-335 treatment. **E** Western blot analysis of P53 levels in nucleus and cytoplasm of SK-N-BE (2) and SH-SY5Y after KPT-335 treatment. Data presented as mean ± SD (*n* = 3). * *P* < 0.05, ** *P* < 0.01

### XPO1 inhibitor verdinexor inducing G0/G1 phase cell cycle arrest by activating P53 function

Our study demonstrated that KPT-335 induces nuclear accumulation of P53 in neuroblastoma cells. However, KPT-335 only blocked the cell cycle progression in SH-SY5Y cells by increasing the G0/G1 phase fraction. No significant effect on the cell cycle changes of SK-N-BE (2) was observed (Fig. 5A). SK-N-BE (2) was recognized as an P53 mutant neuroblastoma cell. Although mutant P53 was highly expressed under physiological conditions in SK-N-BE (2), it was not functional [28]. As shown in Fig. 5B, Western blot analysis showed the expression of P53 and its downstream cycle-related proteins P27 and P21 in SK-N-BE(2) and SH-SY5Y cells. However, only SH-SY5Y cells were sensitive to the P53 agonist RG7388, while SK-N-BE (2) was almost ineffective (Fig. 5C), which was consistent with the results of a previous study [29]. P53 was efficiently knocked down by siRNA in protein level (Figure S1 C). Knockdown of P53 expression partially rescued the antitumor effect of KPT-335 in SH-SY5Y, but this effect was not observed in SK-N-BE(2) cells (Fig. 5D). Western blot analysis confirmed that KPT-335 increased the expression of P53 protein in SK-N-BE(2) and SH-SY5Y cells, but its downstream cycle-related proteins P27 and P21 were only increased in SH-SY5Y cells (Fig. 5E). These results indicated that KPT-335 induced G0/G1 phase cell cycle arrest in neuroblastoma cells by activating the P53 function.

**Fig. 5:**
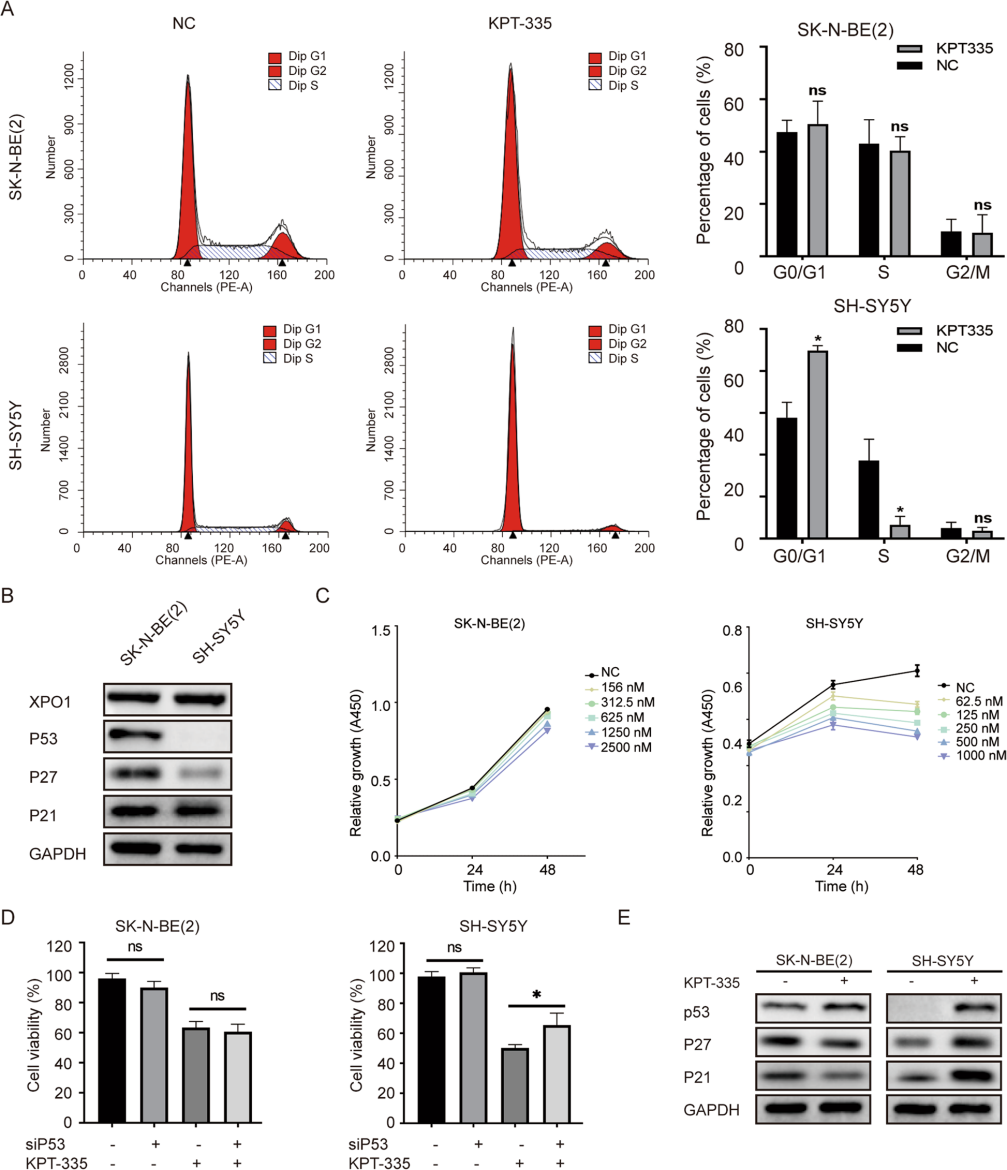
XPO1 inhibitor KPT-335 induces G0/G1 phase cell cycle arrest by activating P53 function. **A** KPT-335 induced G0/G1 phase cell cycle arrest in SH-SY5Y. **B** baseline of P53, P27, P21 in SK-N-BE(2) and SH-SY5Y. **C** Relative growth of SK-N-BE(2) and SH-SY5Y after RG7388 treatment. **D** Knockdown of *P53* attenuated inhibition effects of KPT-335 in SH-SY5Y. **E** P53, P27, P21 expression levels detected by western blotting after KPT-335 treatment. Data presented as mean ± SD (*n* = 3). * *P* < 0.05

### XPO1 inhibitor verdinexor inhibiting tumor growth in vivo

We constructed a nude mouse tumor model by injecting SK-N-BE(2) cells subcutaneously and then treated the nude mice with KPT-335 via oral gavage. Tumor volume and weight were significantly reduced compared with the control group (Fig. 6A–C). Immunohistochemical staining of tumor tissues showed that the expression of XPO1 protein in the treatment group was significantly reduced. Ki67 and PCNA, which are typical indicators of neuroblastoma proliferation, were also significantly reduced (Fig. 6D). In addition, there were no obvious pathological changes in the main organs (lung, liver, kidney, and heart) of nude mice after KPT-335 treatment (Fig. 6E). These results indicated that KPT-335 inhibited tumor growth in vivo without obvious toxic effects.

**Fig. 6:**
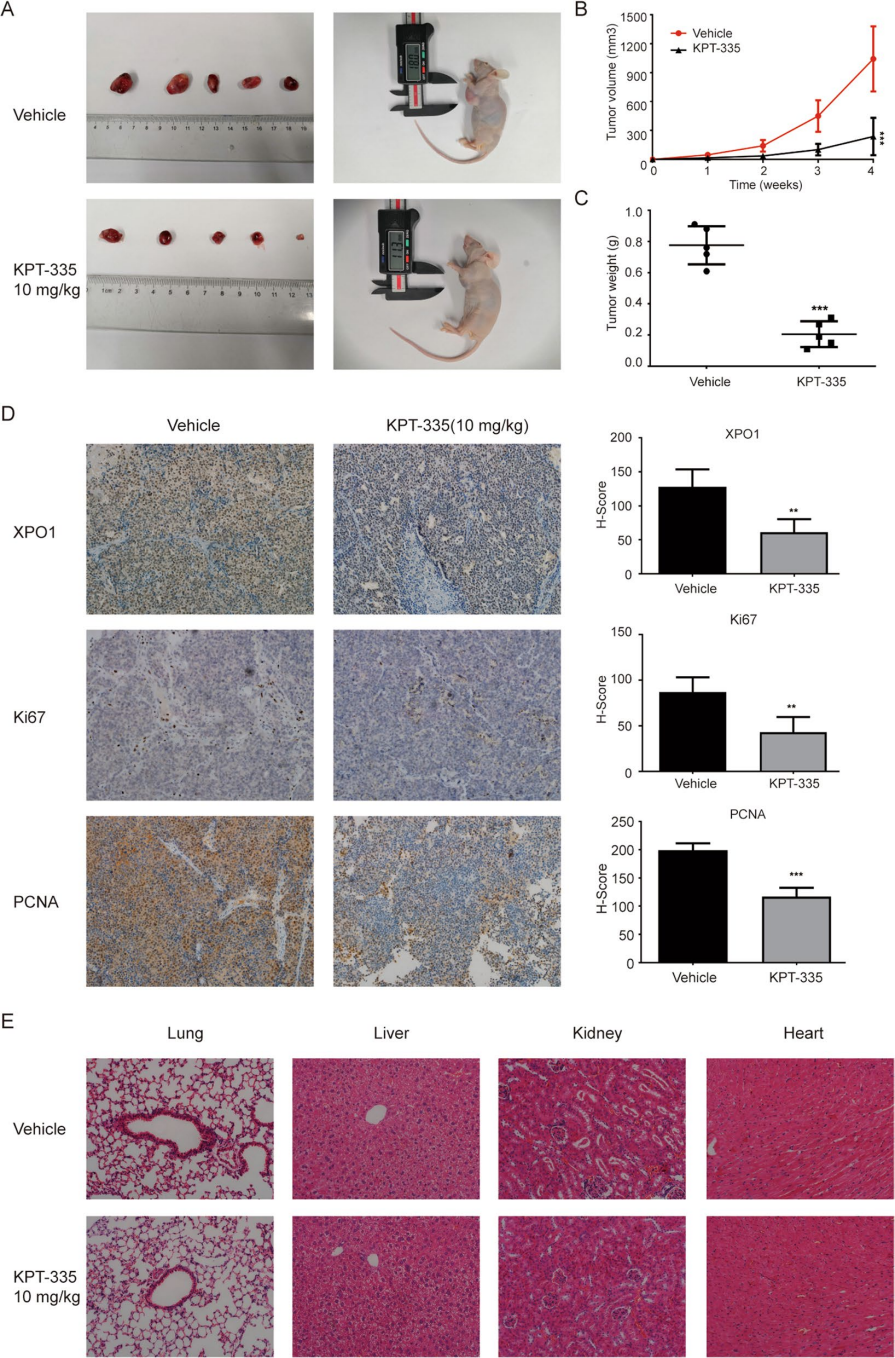
XPO1 inhibitor KPT-335 inhibits tumor growth in vivo. **A** photograph of sacrificed nude mice and xenograft. **B** Tumor volume and **C** weight of nude mice was reduced after KPT-335 treatment. **D** Immunohistochemistry showed XPO1, Ki67 and PCNA expression levels of xenograft tumor tissues was reduced (× 200). **E** No obvious pathological changes were found in the lung, liver, kidney and heart after KPT-335 treatment. Data presented as mean ± SD (*n* = 5). ** *P* < 0.01, *** *P* < 0.001

## Discussion

XPO1 inhibitor Leptomycin B (LMB) decreased the phosphorylation level of FOXO3a via a PI3K-dependent pathway to suppress neuroblastoma cell growth [30]. A previous study reported that the second generation XPO1 inhibitor KPT-330 has antitumor effects on neuroblastoma animal models [31]. These results suggest that XPO1 plays an important role in the tumorigenesis of neuroblastoma. This study was the first to demonstrate the significant association of XPO1 overexpression with poor clinical characteristics and prognosis in neuroblastoma patients. In an in vitro study, a specific XPO1 inhibitor, verdinexor, induced cell cycle arrest and apoptosis in neuroblastoma cells SH-SY5Y. As P53 wild type cells, SH-SY5Y induced cell cycle arrest by activating the P53 function. For P53 mutation neuroblastoma cells SK-N-BE(2), the anti-tumor effects of verdinexor were results of apoptosis rather than cell cycle arrest.

XPO1 is the key exporter of multiple tumor-suppressor proteins, including FOXOs, RB1, P53, P21, P27, and survivin [32]. Inhibition of XPO1 would perturb many of the hallmark pathways of tumorigenesis, thus exerting antitumor effects in broad malignancies. XPO1 inhibitor induced apoptosis in triple-negative breast cancer by promoting survivin nuclear accumulation and decreasing survivin cytoplasmic protein levels through repression of survivin transcription [33]. In ovarian carcinoma, XPO1 inhibitor inhibited tumor growth and improved the efficacy of cisplatin by nuclear accumulation of FOXO1 [34]. The process of transportation of target proteins by XPO1 might be regulated by the AKT pathway. Inhibition of XPO1 decreased phosphorylation of AKT (ser473) in tamoxifen-resistant breast cancer cells MCF-7 and tumor xenografts [35]. In addition, the transportation of FOXO1 and RB1 proteins out of the nucleus by XPO1 is dependent on the phosphorylation of AKT [36]. In another words, the hypophosphorylated FOXO1 and RB1 were difficult to transport out of the nucleus by XPO1. This indicated that the AKT signaling pathway was involved in the transportation of FOXO1 and RB1 by XPO1.Our research confirmed that verdinexor inhibited neuroblastoma proliferation and induced apoptosis through nuclear accumulation of FOXO1 and RB1. Verdinexor decreased the phosphorylation of PI3K and AKT, while PI3K agonist 740Y-P partially rescued this effect. Specifically, the inhibition of XPO1 reduced the phosphorylation levels of FOXO1 and RB1 by inhibiting the PI3K/AKT pathway.

P53 was the most studied cargo protein of XPO1 [37–40]. In these studies, the inhibition of XPO1 induced the restoration of nuclear P53 and, more importantly, activated the functions of downstream cycle-related proteins of the P53 pathway, including p21 and P27. Therefore, this effect mainly existed in P53 wild-type tumors. Would P53 mutation affect the anti-tumor effects of XPO1 inhibitors? Expression of p53 mutation significantly reduced the cytotoxicity of selinexor in refractory/relapsed diffuse large B-cell lymphoma cell lines [41]. In this case, the anti-tumor effects of XPO1 mainly depended on the function of P53, and P53 mutation would lead to strong drug resistance. However, for human fibrosarcoma cells HT-1080 and breast cancer cells MCF7, loss of p53 function altered cell cycle arrest after inhibition of XPO1 but didn’t weaken the anti-tumor effects [42]. This might be XPO1 strengthened the regulation of other anti-cancer targets or pathways in the absence of P53 function. Neuroblastoma was a predominantly P53 wild-type tumor. Only < 2% of neuroblastoma patients presented with p53 mutations at diagnosis [43]. In our study, KPT-335 induced G0/G1 phase cell cycle arrest in neuroblastoma cells by restoring nuclear P53. This effect was not observed in SK-N-BE(2) cells due to the mutation of the P53 gene. However, regardless of the presence of the P53 mutation, XPO1 inhibition exerted significant antitumor effects in neuroblastoma cells. This could be explained by the inhibition of XPO1 interference with many of the hallmark pathways in neuroblastoma. FOXO1, RB1, and P53 were the key proteins in our study.

LMB, a first-generation XPO1 inhibitor, failed to show efficacy in patients in a clinical trial due to the occurrence of permanent XPO1 inhibition-mediated intolerable cytotoxicity [44]. The second-generation XPO1 inhibitors, such as KPT-185, KPT249, KPT-251, KPT-276, KPT-330, and KPT-335, improved cytotoxicity by slowly reversing the covalent bonding [45]. However, this could lead to a decrease in the efficacy of XPO1 inhibitors in clinical applications [46]. Fortunately, the combination of existing chemotherapy drugs and XPO1 inhibitors normally enhanced the efficacy. In CD34-positive myelofibromas, XPO1 inhibitors led to the nuclear accumulation of P53 and enhanced ruxolitinib-mediated cell proliferation, inhibition, and apoptosis [47]. In human non-small cell lung cancer, the combination of selinexor and cisplatin synergistically enhanced the antitumor effects in vitro [39]. Compared with monotherapy, KPT-330 and gemcitabine work synergistically to inhibit pancreatic cancer cells [48]. We observed that KPT-335 monotherapy significantly inhibited the proliferation of neuroblastoma both in vitro and in vivo. In addition, the tumor volume of nude mice was significantly reduced without major organ damage after treatment with KPT335. However, since no clinical study has evaluated the effectiveness of second-generation XPO1 inhibitors in neuroblastoma, we could not speculate on the clinical value of KPT-335 monotherapy in neuroblastoma. We also observed that PI3K agonist 740Y-P partially rescues the in vitro antitumor effects of verdinexor. This means that the PI3K/AKT pathway was involved in the transportation of target proteins by XPO1. Inhibitors of the PI3K/AKT pathway was expected to enhance this effect. Therefore, the combination of verdinexor with PI3K/AKT pathway inhibitors could be promising administration strategy. The efficacy of combining KPT-335 with other chemotherapy drugs as treatment for neuroblastoma should be evaluated in future studies.

## Conclusions

In summary, our study demonstrated that the overexpression of XPO1 was significantly associated with poor clinical characteristics and prognosis in neuroblastoma patients. Inhibition of XPO1 by the specific inhibitor verdinexor suppressed neuroblastoma cell growth and induced cell apoptosis through FOXO1 and RB1 nuclear accumulation by inhibiting the PI3K/AKT pathway. Verdinexor also induced P53 nuclear accumulation and induced G0/G1 phase cell cycle arrest in neuroblastoma cells by activating P53 function. In an in vivo study, verdinexor inhibited tumor growth without obvious major organ damage. Therefore, XPO1 is a promising prognostic indicator for neuroblastoma and represents a novel therapeutic target by the selective inhibitor verdinexor. Further work could focus on the efficacy of a combination of verdinexor with other chemotherapy drugs in neuroblastoma.

## Supplementary Information

**Additional file 1:Figure S1.** The knockdown efficiency of siRNAs. (A) siRNAs reduced XPO1 protein expression. (B) siRNA reduced FOXO1 and RB1 protein expression. (C) siRNA reduced P53 protein expression.

## Data Availability

The datasets supporting the conclusions of this article are available in the Gene Expression Omnibus repository, [GSE85047, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85047; GSE163987, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE163987].

## Abbreviations

NRC: Neuroblastoma Research Consortium
XPO1: Exportin-1
CRM1: Chromosomal region maintenance 1
SINE: Selective inhibitors of nuclear transport
TMA: Tissue microarray
CCK-8: Cell Counting Kit-8 reagent
PBS: Phosphate buffer saline
PI: Propidium iodide
TUNEL: TdT-mediated dUTP nick-end labeling
SDS-PAGE: Sodiumdodecyl sulfate–polyacrylamide gel electrophoresis
IF: Immunofluorescence
IHC: Immunohistochemistry
H-score: Histologic scoring system
INSS: International Neuroblastoma Staging System
LMB: Leptomycin B

How the deposited data were processed for this re-analysis (not part of the article)

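RNA of SK-N-BE(2) cells treated for 24 h with KPT-335 or DMSO was measured by mRNA sequencing in 3 libraries per condition. According to the methods and the submitters' processing notes, the authors filtered reads with SOAPnuke 1.5.2, mapped them to the human genome (hg19) with HISAT2 2.0.4, aligned them to a coding gene set with Bowtie2 2.2.5 and quantified genes with RSEM 1.2.12. The authors deposited an expected count per gene, an estimate that shares reads between genes they match and need not be whole, and an FPKM value, which divides the count by transcript length and by the library total. The authors' own comparison used DESeq2 1.4.5. Tests were run on the counts, since FPKM values do not carry the depth. No coordinates are given, since the reference at hand is of another build; its tables served for GC content and for matching 98.4% of the 19337 gene identifiers. In the deposited tables 27 symbols had turned into dates; these genes were kept under their identifiers.

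Expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (a count of 10 in enough libraries and a total of 15), which left 15107 of the 18448 genes with a count. Libraries were scaled by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 in robust mode, with p adjusted by Benjamini-Hochberg, in R 4.3.3. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. CPM are normalized by TMM, and log2 CPM used a prior count of 2. The thresholds of the study, a log2 fold change of 1.6 in size and a p of 0.001, were applied to the unadjusted p, since the text does not say whether p was adjusted. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.10, so no such test is given.

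Before the data were examined, 41 gene lists were compiled by symbol from general knowledge. Each was tested with limma's camera (limma 3.58.1, preset correlation of 0.01, Benjamini-Hochberg over all lists), which called 14 lists higher and 7 lower. camera with an estimated correlation called 1 of these. Its p was larger also for some lists with an estimated correlation below the preset one. For TNF signaling, with an estimated correlation of -0.00866, the unadjusted camera p was 0.00946 in place of 0.00107. A call lost there is therefore not by itself evidence that the genes of a list are correlated. For the replication, G2/M, adrenergic and immediate early lists the estimated correlation was 0.0384, 0.0732, 0.0666 and 0.123, above the preset one. fry, which tests whether a list's genes move on balance one way without comparing them with other genes, and fgsea 1.28.0 were alternatives. Enrichment among the genes past the thresholds used the one-sided hypergeometric test over the genes tested.

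The genes named are, by a rule fixed beforehand, the 10 largest rises and 10 largest falls past all thresholds with an average log2 CPM of at least 1 and no overlap between conditions, every gene the paper names for these cells, and up to 4 members of each list by size of change; members of the FoxO and apoptosis lists outside this rule (PLK4, CCNB1, GABARAPL1, BRCA1) were added after their values were seen. Some genes under this rule are not reported here.

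The edgeR, DESeq2 and limma-trend tests and camera with the preset correlation were tried on simulated counts of the comparison of KPT-335 with DMSO, drawn for 14968 genes. Genes were drawn independently of each other, and most were unchanged. In the data edgeR called 75.7% of the tested genes at an adjusted p under 0.05, so the rates below need not hold there. edgeR recovered 92 of 100 genes changed by 1 on the log2 scale and 99 of 99 changed by 2, and called 15 of 14769 unchanged genes; camera called 2 of 2 changed lists and 0 of 40 unchanged ones.

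Library totals lay between 17586841 and 17829001, and the 10 most abundant genes took 4.62 to 4.91% of the counts. No 2 libraries held the same values, and every pair of replicates differed by more than the sampling noise. The alternatives were other scalings (RLE, library totals, upper quartile), other filters on low counts, DESeq2 1.42.0 with and without shrinkage of fold changes, limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), other thresholds, the replicate number as a block, leaving out each library, and, after the data were seen, DESeq2 without a filter and a correction of each library's trend on GC content. That correction also removes a GC trend that differs between the conditions. Across genes, the log2 fold change had a Spearman correlation of 0.167 with GC content, and of 0.0964 without KPT-335 replicate 3.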

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

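Chosen only after the results were seen were the tests on histone genes with whole counts and on their summed counts, on the size of the rise of olfactory receptor genes, on keratins and on the slope of replicate 3, the counts of other splits of the libraries, and the requirement that an alternative scaling move the median fold change down.

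Among gene lists for which the study reports no test on these libraries, the following were higher with KPT-335 than in the DMSO controls by limma's camera with a preset correlation, and none was called with an estimated correlation. The median log2 fold change was 0.396 for P53 target genes, 1.94 for immediate early and AP-1 genes, 0.841 for integrated stress and unfolded protein response genes, 1.2 for interferon-stimulated genes, 0.642 for mesenchymal neuroblastoma identity genes, 0.927 for Schwann cell markers, 1.73 for epithelial markers, 0.209 for hypoxia and glycolysis genes and 1.97 for replication-dependent histone genes. In the fifth of tested genes with the lowest mean expression the median was 0.677, and these lists were not compared with genes of like expression. The 9 Schwann, 12 epithelial and 23 histone genes tested also deviated in KPT-335 replicate 3 from the other KPT-335 libraries, by a median of -0.103, 0.156 and 0.119 on the log2 scale.

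Histone transcripts were higher with KPT-335 in 20 of 23 genes by edgeR while replication genes were lower. Of the 23 histone genes, 4 hold the same counts as another of them, so not all are separate measurements. Reads shared between near-identical genes would move counts within the family, but its summed CPM rose from 85.6 ± 3.98 to 247 ± 9.12 (SD, n = 3 each), a ratio of 2.89; the 4 histone genes with counts whole within 1e-06, too few to decide, had a median of 1.49 on the log2 scale (standard error over genes 0.628). Of 10000 lists matched in length and GC content, 0 had a median as high. For genomic DNA, the test set beforehand, on summed counts of 188 olfactory receptor genes, gave a ratio of 1.85 (95% counting interval 1.72 to 2), between the bounds of 1.5 and 2 and so without a decision, with 116 of the genes without a count and 3 genes making up 50% of the rise; a second test, chosen because the first did not decide, found the mean rise of these genes per kilobase at 0.713% of the median rise of the histone genes. Less strict poly(A) selection stays open, since 0 other genes for RNAs without a poly(A) tail were tested, and an effect of KPT-335 on histone RNA cannot be told apart from it.

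Past the thresholds of the study more genes were higher than lower, mainly in the fifth of genes with the lowest mean expression (541 higher and 123 lower). Tests with other scalings did not decide on the scaling between libraries as a cause. The ratio of higher to lower genes was 2.22 with TMM. Under the 3 other scalings it was 2.35 at the lowest and 3.47 at the highest (upper quartile). The lowest is above the bound of 1.5, set beforehand, that would have excluded this cause. But these scalings all moved the median log2 fold change up from 0.00232, to 0.0155, 0.0784 and 0.139. They exclude no scaling that would move it down. A scaling shifts all genes of a library alike on the log2 scale. The median log2 fold change was 0.677 in the 3022 genes with the lowest mean expression. In the groups of higher mean expression it was -0.00358, -0.184, -0.103 and -0.0651. These values argue against scaling as the whole cause of the excess among the lowest genes. Higher genes outnumbered lower ones in every group, so a part played by scaling stays open. Genomic DNA was again not decided by the ratio of 1.85, and in the second test the mean rise of the olfactory receptor genes, 0.827 counts per kilobase and library (standard error 0.345), was 2.05% of the median rise of the higher genes. RNA of basal keratinocytes would bring KRT5 with KRT14, but the counts of KRT5 and KRT6A together were 0.888% of those of KRT14 (upper limit 2.08%). With the tests set beforehand alone, genomic DNA would stay open, and a response to the treatment stays open as untested.

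KPT-335 replicate 3 stood apart from KPT-335 replicates 1 and 2. Its deviation followed GC content (Spearman correlation across genes 0.743), from a median of -0.339 on the log2 scale in the fifth of genes with the lowest GC content to 0.164 in the fifth with the highest, which suggests a difference in library preparation or sequencing. A response stronger throughout is argued against as the whole cause by a slope of 0.997 of its fold changes on those of the other replicates, but the slopes between replicates 1 and 2 were 0.97 and 0.956, so a slightly stronger response is not excluded. Transcript length, with a correlation of -0.211 against a size of up to 0.24 in a DMSO library, cannot be told apart from chance differences between libraries.

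The 6 libraries can be split in 10 ways, too few for a share under 0.05. The real split had the largest result in each case (1 of 10 splits): 5661 higher and 5779 lower genes at an adjusted p under 0.05, 1052 higher and 474 lower genes past the thresholds and 25 FoxO members in edgeR, against 0 in every other split, in which 11 to 87 genes had an unadjusted p under 0.05 in edgeR. Each other split placed libraries of both conditions in each group, so the difference between the conditions became spread within groups. The 0 calls of those splits are therefore no evidence on the real split. For the apoptosis list the real split gave a -log10 p of 3.7 and the highest other 2.99. The other 40 lists gave 20 calls in limma's camera in the real split and 11 to 16 in the other splits, which each still set a larger share of treated libraries on one side, so a camera call with the preset correlation also occurs in splits in which edgeR called 0 genes.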

How the results depend on the processing

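Chosen after the data were seen were DESeq2 without a filter on low counts (1016 higher and 472 lower genes past the thresholds of the study) and the correction for GC content. With a log2 fold change of at least 1 in place of 1.6, 2025 genes were higher and 1648 lower, since a lower threshold takes in more genes. With a minimum of 10 counts in every library, which removes genes low in one condition, 672 genes were higher, 630 of them among the 1052; the cause of the other calls was not tested. In limma-trend on log2(FPKM + 1), where the pseudocount shrinks the change of low genes, 371 were higher and 175 lower. The FoxO list had a hypergeometric adjusted p of 0.077 when members were counted at an adjusted p under 0.05 (range over its alternatives 6.54e-06 to 0.077); the cause was not tested. With an estimated correlation in limma's camera the apoptosis list had an adjusted p of 0.126 (range over its alternatives 3.71e-07 to 0.126), and 1 of the other 40 lists was called in place of 20, while fry called 38, as it does not compare a list with other genes. Upper-quartile scaling gave 1280 higher and 369 lower genes past the thresholds of the study, and moved the median log2 fold change of all genes from 0.00232 to 0.139, and the higher share of genes at an adjusted p under 0.05 from 49.5 to 58.3%.

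Leaving out 1 library at a time gave 5253 to 6134 higher and 5396 to 6072 lower genes at an adjusted p under 0.05 in edgeR, and 977 to 1091 higher and 469 to 500 lower past the thresholds of the study. The FoxO list then had hypergeometric adjusted p between 6.97e-05 and 0.00391 and the apoptosis list a camera adjusted p between 0.00079 and 0.00131. Without KPT-335 replicate 3, 1006 of the 1052 higher and 434 of the 474 lower genes were called again. The GC correction takes out GC trends between the conditions along with that of replicate 3. After the GC correction 1151 genes were higher and 414 lower, the FoxO list had an adjusted p of 0.00114 in the hypergeometric test and the apoptosis list 0.000627 in limma's camera, and the epithelial list was no longer called (adjusted p = 0.0565), nor that of ribosome biogenesis (adjusted p = 0.106), while the heat shock, cholesterol and endothelial and fibroblast lists were (adjusted p = 0.0483, 0.0463 and 0.0302). The replicate number as a block gave 5458 higher and 5636 lower genes, 998 and 471 past the thresholds, and 19 other lists, without the hypoxia list (adjusted p = 0.0521), with an adjusted p of 0.000459 for the FoxO and 0.00107 for the apoptosis list; deviations of same-numbered libraries correlated at 0.0331, -0.0755 and -0.0483, and 2 of 6 libraries correlated best with their own number. Of 163 named genes, 155 of the 158 called ones kept direction and call in every setting with a value; MYCN, GAPDH and MT1E did not, and MYCN lost its call without DMSO replicate 1, DMSO replicate 2 or KPT-335 replicate 1 (adjusted p = 0.17, 0.161 and 0.0901 in edgeR), MT1E without DMSO replicate 2 or KPT-335 replicate 2 (adjusted p = 0.063 and 0.0624 in edgeR). Of the genes not called, 1 turned direction with a call: XPO1 was higher without KPT-335 replicate 3 (log2 fold change 0.0833; -0.107 to 0.0833 over the libraries left out) and with the GC correction (0.185); the cause was not tested. Depth limits the genes near 0 counts with DMSO: folds from at most 3 counts are bounds or intervals, and those of MMP3, CCND2, IL24 and CSF3 rest on 4, 6, 9 and 9 counts.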

Differences from the paper's values

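At the thresholds of the study, edgeR with all libraries, TMM scaling and the filter on low counts set beforehand gave no value that differed from the paper's by more than 1.5 times. At the thresholds of the study, 1052 genes were higher, and the paper's count is 1495. In the same fit 474 genes were lower, and the paper's count is 476. DESeq2 without shrinkage, in a later version than the paper's, gave 1035 higher and 457 lower genes. No alternative at these thresholds reached the paper's higher count, the largest being 1280 with upper-quartile scaling. The higher count differed from the paper's by more than 1.5 times without DMSO replicate 1, 2 or 3 (981, 988 and 977), with a minimum of 10 counts in every library (672), in DESeq2 with shrunken fold changes (944) and in limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1) (371 and 917), and the lower count in limma-trend on log2(FPKM + 1) (175). The thresholds are the paper's, which does not say in its text whether p was adjusted. The share of the FoxO list past the thresholds was 0.194 over its 129 genes in the files, tested or not, and about 0.17 in Fig. 3B, read by eye. The enrichment score of the apoptosis list, with genes ranked by the log2 fold change of edgeR, was 0.522, and about 0.49 in Fig. 3C, read by eye. Both lists were compiled by symbol and are not the gene sets of the paper, whose ranking is not described. Close values are therefore not a reproduction of its results. In the heatmap of Fig. 3A DMSO replicate 3 joins the other DMSO libraries last; on log2(FPKM + 1) of the genes past the thresholds replicate 2 did so, and on all tested genes replicate 3. KPT-335 replicate 3 joined last in both, as in Fig. 3A.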

Other observations

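Of 32 integrated stress and unfolded protein response genes 25 were higher and 3 lower at an adjusted p under 0.05 from edgeR (25 and 3 when adjusted over the list alone), among them the endoplasmic reticulum chaperone HSPA5, which rose from 352 ± 14 to 2062 ± 88.2 CPM (SD, n = 3 each), and PPP1R15A, which rose by 3.10 on the log2 scale. The camera adjusted p from limma was 2.38e-05, and adjusted p = 0.0959 with an estimated correlation. Of 22 heat shock genes 11 were higher and 6 lower (11 and 6 when adjusted over the list alone; limma's camera adjusted p = 0.0884), with CRYAB at 4.35; HSPA1A and HSPA1B, at 3.61 and 3.30, are nearly identical and may share reads. Of 32 interferon-stimulated genes 24 were higher and 4 lower (24 and 4 when adjusted over the list alone), with IRF1 at 3.05 and IFI6 at 2.73; limma's camera gave adjusted p = 0.000488, and adjusted p = 0.0959 with an estimated correlation. Of 23 histone genes 20 were higher and 3 did not pass the test (21 higher when adjusted over the list alone). Among the 23, 4 hold the same counts as another of them. HIST2H2BE, which may share reads with near-identical genes, was at 2.10. For the histone list limma's camera gave adjusted p = 2.47e-06, and adjusted p = 0.141 with an estimated correlation. Of 23 cholesterol synthesis genes 13 were higher and 5 lower (13 and 5 when adjusted over the list alone; limma's camera adjusted p = 0.101), with MSMO1 at 2.06 and INSIG1 at 1.95. Of 29 hypoxia and glycolysis genes 18 were higher and 6 lower (18 and 6 when adjusted over the list alone), with NDRG1 at 2.40; limma's camera gave adjusted p = 0.0361, adjusted p = 0.325 with an estimated correlation, and the list deviated by a median of 0.1 in KPT-335 replicate 3.

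Genes of cell identity moved both ways. Of 34 mesenchymal neuroblastoma genes 20 were higher and 7 lower in edgeR (20 and 7 when adjusted over the list alone), with SOX9 at 2.32 and COL3A1, a collagen, at -3.20; limma's camera gave adjusted p = 0.00527, and adjusted p = 0.141 with an estimated correlation. Of 38 neuronal differentiation genes 13 were higher and 16 lower (limma's camera adjusted p = 0.588), with NPY at 2.18 and SYN2 at -1.72. Of 9 Schwann cell markers 7 were higher and 2 did not pass the test, with NGFR at 1.23 (limma's camera adjusted p = 0.00652, and adjusted p = 0.141 with an estimated correlation). Of 12 epithelial markers 8 were higher and 2 lower, with KRT17 at 2.39 and KRT7 at 3.56 (limma's camera adjusted p = 0.0243, adjusted p = 0.26 with an estimated correlation and 0.0565 with the GC correction). Of 12 leukocyte markers 8 were higher and 2 lower (limma's camera adjusted p = 0.137; median deviation of KPT-335 replicate 3 0.118), and of 15 endothelial and fibroblast markers 3 were higher and 10 lower (limma's camera adjusted p = 0.064, called with library totals at adjusted p = 0.0401, with upper-quartile scaling at 0.0297 and with the GC correction at 0.0302), with LUM at -1.69. Of 41 ribosome biogenesis genes 5 were higher and 23 lower, with POLR1A at -2.30 (limma's camera adjusted p = 0.0199, adjusted p = 0.274 with an estimated correlation and 0.106 with the GC correction). Of 31 proteasome genes 1 was higher and 24 were lower, with PSMA3 at -1.08 (limma's camera adjusted p = 0.0038, and adjusted p = 0.297 with an estimated correlation). Of 92 oxidative phosphorylation genes 14 were higher and 37 lower, of 77 ribosomal protein genes 28 were higher and 21 lower, and of 4 metallothionein genes 1 was higher and 1 lower (limma's camera adjusted p = 0.194, 0.452 and 0.452); the ribosomal list deviated by a median of 0.114 in KPT-335 replicate 3. When adjusted over the list alone, 12 and 37 oxidative phosphorylation, 25 and 19 ribosomal protein and 8 and 3 leukocyte genes were higher and lower, and the numbers for the other lists of cell identity and protein turnover were as given.

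RNA values of genes whose proteins the paper measures or names were as follows. CDKN1B, which encodes P27, fell by 0.89 and CDKN1A, which encodes P21, rose by 2.02 on the log2 scale, and the paper states that P27 and P21 protein rose only in SH-SY5Y cells. BAX was at 29.2 ± 0.65 CPM with DMSO and 31.3 ± 3.34 with KPT-335 (SD, n = 3 each; edgeR adjusted p = 0.304), called higher with upper-quartile scaling (adjusted p = 0.035 in edgeR) and without KPT-335 replicate 2 (adjusted p = 0.0459 in edgeR). BAD rose by 0.33 and BCL2 fell by 0.51 on the log2 scale, and the paper states that Bad and Bax protein rose and Bcl-2 protein fell. RB1 had a log2 fold change of -0.14 (standard error 0.14, edgeR adjusted p = 0.374), and the paper states that total FOXO1 and RB1 protein did not change significantly. PCNA fell by 1.85, BIRC5, which encodes survivin, by 0.93 and AKT1 by 0.31, while SNAI1 rose by 1.51. For xenografts of this line the paper reports lower PCNA by staining. AKT2 and PIK3CA, at 0.05 and -0.24, were not called by edgeR (adjusted p = 0.623 and 0.116), while of the other PI3K subunits PIK3R1, PIK3R3 and PIK3CB fell by 0.87, 1.86 and 0.51 and PIK3R2 and PIK3CD rose by 0.32 and 1.87. The edgeR adjusted p of these was 1.08e-06, 2.92e-09, 0.00433, 0.000832 and 5.63e-08. ACTB fell by 0.71 and GAPDH by 0.25; with upper-quartile scaling GAPDH was at -0.11 and no longer called. MYCN was at 0.12 (edgeR adjusted p = 0.0412) and was not called by DESeq2 (adjusted p = 0.0659), nor without DMSO replicate 1, DMSO replicate 2 or KPT-335 replicate 1 in edgeR.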
